A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Transcriptional Consequence and Impaired Gametogenesis with High-Grade Aneuploidy in Arabidopsis thaliana" (2014).

How the data were processed

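RNA of rosette leaves was measured on 6 Affymetrix ATH1 arrays, 2 for each karyotype (WT, *AAA* for trisomy 2, and *AAa* for the tertiary form), from 26-day-old plants grown under 16 h light and 8 h dark at 22 °C. Groups and replicate numbers were taken from the titles of the samples. The deposited values are in intensity units: the authors used GCOS, whose version is not given in the sources used here, to turn each array into linear probe set signals. On every array the mean signal after trimming 2% at each end was between 500.0 and 500.1. The values that the study itself analysed came from another processing (GC-RMA and vsn) and were not used here. Between 245 and 488 signals per array lay below 1.

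Signals below 1 were set to 1 and all signals were taken to log2. Each array was centred on the median of the expressed non-triplicated genes, so that genes with extra copies did not move the scale. A probe set counted as expressed when its mean log2 signal over the 6 arrays was at or above the 40th percentile of all 22746 probe sets left after removal of 64 controls (log2 6.28, a signal of 77.8). Probe sets were matched to genes with a gene annotation table for names and order only. Of 22810 probe sets 13513 had 1 gene and 503 had several, and 8794 had no gene name in that table; 77 of the single-gene probe sets were not matched to a locus. For each gene the brightest probe set was kept, which left 7244 expressed genes, 5467 of them non-triplicated; 14.4% of the genes had a symbol other than their locus name. Regions were set by locus number at the breakpoints that the study mapped: Chr.2 up to AUR2 (AT2G25880), Chr.2 beyond it, Chr.3 before AT3G20040, and Chr.3 beyond it. Non-triplicated genes are those of Chr.1, Chr.4, Chr.5 and Chr.3 beyond AT3G20040.

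Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend; statmod 1.5.0), with the 6 arrays and 3 groups in a single fit with 3 residual and 13.4 prior degrees of freedom. Tests were two-sided, p-values were adjusted after Benjamini and Hochberg over the non-triplicated genes (or over all expressed genes for genes in triplicated regions, AUR2 included), and an adjusted p below 0.05 was the threshold for "rose", "fell", "higher" and "lower". Region shifts are medians of log2 ratios, with standard errors from bootstrap resamples of genes, tested against the non-triplicated genes with camera at a preset correlation of 0.01. Gene lists were tested on their non-triplicated members in the same way, adjusted over 33 list tests. Each camera call was repeated with the correlation estimated from the arrays: 10 of the 33 list tests passed with the preset correlation and 0 with the estimated correlation. For the heat shock, cold, lipid transfer and proteasome lists the estimate (-0.0057, -0.38, -0.015 and -0.11) lay below the preset 0.01. Their loss does not come from a higher correlation. For chlorophyll and photosynthesis the estimate was higher (0.37 and 0.92). With an estimated correlation the test also rests on only 3 residual degrees of freedom. A list that did not pass was not shown to be unshifted. Change points along Chr.2 and Chr.3 were placed by least squares on the log2 ratio of *AAa* to *AAA*, without AUR2. Their ranges came from 1000 bootstrap resamples of genes. The overlap of the trisomics was set beside 100 simulations of unchanged groups that share the WT arrays. As these called almost no genes, a second set of 100 was added after the overlap had been seen: the log2 ratios of each trisomic, scaled down by the variance of the noise, were dealt out at random among non-triplicated genes of like brightness, separately for each trisomic, and noise with shared WT arrays was added. These simulations called more genes than the arrays did, so, in a comparison also added after the overlap had been seen, the genes with the smallest p were taken in each simulation, as many as the arrays called. On simulated data the gene test found 62.7% of 1.5-fold changes, 89.6% of 2-fold changes and 100% of 4-fold changes, with 10 false calls among 178 (5.62%). Where an array was left out, the lone array of its group was assumed to vary as the other groups do.

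The groups, regions, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule took, per comparison, the 10 largest positive and 10 largest negative log2 ratios among non-triplicated genes past the threshold with both arrays of a group above both of the other. It also took the 5 largest each way in the triplicated regions, the 5 largest each way among shared genes, the 5 largest opposite changes, 2 to 4 members with the smallest p in each list, and AUR2 and reference genes always. The minimum of 3 measured members for a list test was set after coverage was known and before the lists were tested. The lists came from textbook membership and from functions that the study names. Those for lipid transfer, chlorophyll, cell cycle, flavonoids, proteasome, peroxisome, cell wall, starch and sugar, auxin, glucosinolate and senescence correspond to terms that the study found enriched on these arrays. Heat and cold stress fall under its general term for stress responses, and photosynthesis under the plastid-related genes that it found overrepresented. Of 27 lists 11 had enough members. Tested were 3 of 36 heat shock, 3 of 33 cold, 6 of 27 chlorophyll and 5 of 53 photosynthesis genes. Of proteasome and lipid transfer genes, 8 of 50 and 4 of 22 were tested. List results hold for the measured members only. Salicylic acid, jasmonate, auxin, glucosinolate, senescence, clock, flowering, alternative respiration and oxidative stress genes had 1 or 2 measured non-triplicated members and are given gene by gene. DNA damage, flower and pollen, root, seed and xylem lists had 0 members among expressed probe sets with a single gene name. Probe sets without a gene name were not counted, so these genes were not shown to be silent. A list of ribosomal proteins had 0 members in the table. Lists by description (plastid, mitochondrial and peroxisomal proteins) were not used here.

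The alternatives were signals as deposited without centring, centring on all expressed probe sets, quantile normalization, cyclic loess fitted to non-triplicated genes, no filter, a filter at the 60th percentile, a pseudocount of 32 added before log2, the replicate number as a block, no intensity trend, the mean over a gene's probe sets, genes within 1000 locus numbers of a breakpoint left out, the mean in place of the median, the estimated correlation, and each array left out in turn.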

Results

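Rosette leaves of 26-day-old Arabidopsis plants were profiled on 6 ATH1 arrays, 2 for each of 3 karyotypes. Wild type (WT) is diploid Col-0. Trisomy 2 (*AAA*) carries a complete extra chromosome 2 (Chr.2). In tertiary trisomy 2 (*AAa*) the extra chromosome is a translocation product that joins Chr.2 up to AUR2 (AT2G25880), where a T-DNA is inserted, to the end of Chr.3 that lies before AT3G20040. Each array measured RNA pooled from 21 to 35 plants; whether the 2 arrays of a group came from separate plantings is not given in the sources used here. Median probe set signal lay between 155 and 171 on the 6 arrays. Across genes, log2 signals correlated at 0.983 to 0.987 between arrays of the same karyotype and at 0.955 to 0.965 between karyotypes, where genes are not independent replicates. The array controls for RNA quality moved with karyotype: the log2 ratio of 3' to 5' signal for ubiquitin was 1.75 in WT, 1.62 in *AAA* and 1.24 in *AAa* (n = 2 each), with at most 0.22 between arrays of a group. For actin it was 3.71, 3.52 and 3.19, with up to 0.66 between arrays of a group, and for GAPDH 0.06, 0.29 and 0.27, with up to 0.41. P-values of single genes measure only the spread between arrays. Those of regions and lists, from camera, set a group of genes against non-triplicated genes and rest on the correlation taken between genes. The 6 arrays limit the precision of every value. An exact permutation test of 2 arrays against 2 cannot give a p below 0.333, so genes were tested with limma, which shares the estimate of spread across genes. Every gene named from the ranking of largest changes had both arrays of one karyotype above both arrays of the other.

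The AUR2 comparison asks what the rearranged locus itself expressed. AUR2, which encodes an aurora kinase of dividing cells, gave a deposited signal of 70.5 and 63.5 on the WT arrays, 65.8 and 68.2 on the *AAA* arrays, and 978 and 954 on the *AAa* arrays. After centring, the means were 65.1 ± 5.03 in WT, 68.8 ± 2.38 in *AAA* and 969 ± 1.51 in *AAa* (SD, n = 2). AUR2 was 14.9-fold higher in *AAa* than in WT (log2 3.90, SE 0.20, adjusted p = 4.50e-09), the smallest p of all expressed genes in that comparison, and 14.1-fold higher than in *AAA* (log2 3.82, adjusted p = 1.26e-09). In *AAA*, which has 3 intact copies, AUR2 differed from WT by 0.08 on the log2 scale (SE 0.20, adjusted p = 0.846). The WT and *AAA* values lie under the signal of 77.8 used here as the lower limit for an expressed gene, so the size of the fold is less certain than its direction, and where its only probe set lies relative to the insertion was not analysed here. The genes beside AUR2 moved much less in *AAa*: the 5 nearest expressed genes before it had a median log2 ratio to WT of 0.60 and the 5 after it -0.12. In *AAA* the same neighbours had medians of 0.61 and 0.34. Beside the other breakpoint, the 5 nearest expressed genes before AT3G20040 had a median of 0.77 in *AAa* and -0.25 in *AAA*, and the 5 after it 0.07 and -0.00. AT3G20040 itself was not analysed here.

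**Figure D1:**
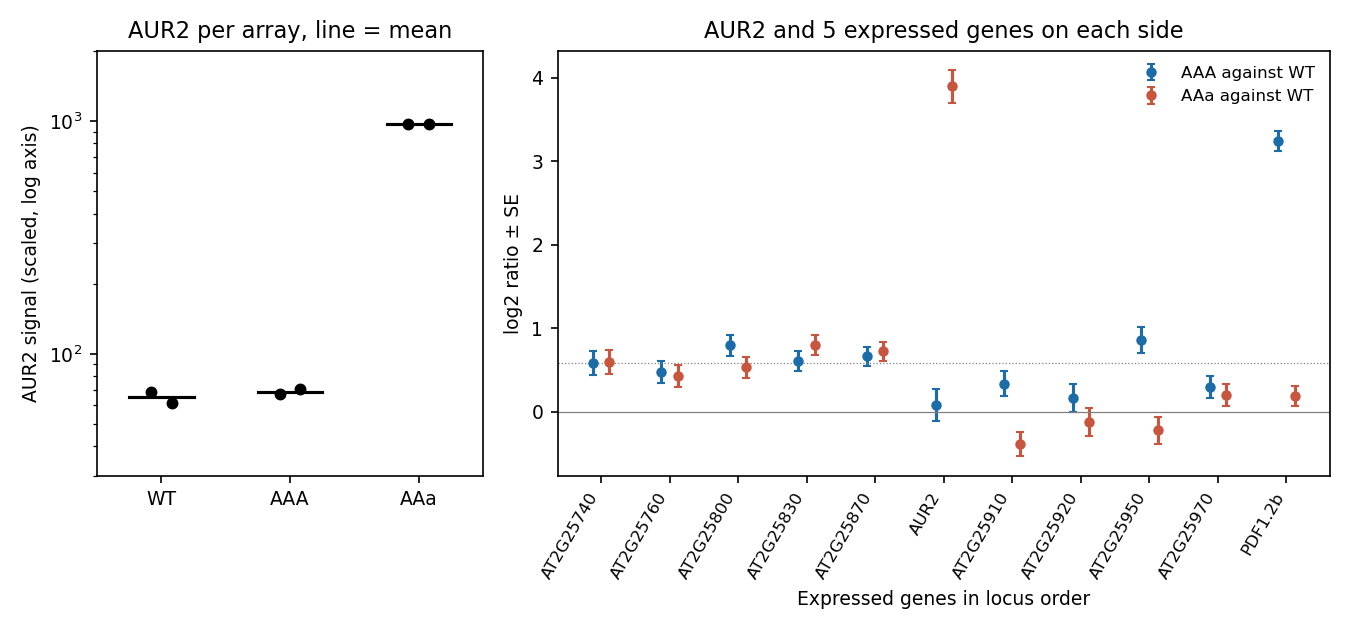
Left, centred AUR2 signal on each array (points, log axis) with the group mean (line), and right, the log2 ratio to WT with SE bars of AUR2 and the 5 nearest expressed genes on each side in *AAA* (blue) and *AAa* (red), with a dotted line at log2(3/2) = 0.58. The group means are 65.1 in WT, 68.8 in *AAA* and 969 in *AAa*.

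The next comparison asks how transcript levels followed gene copy number along the chromosomes. Genes present in 3 copies were expressed at about 1.4 times the WT level. In *AAA* the median gene of Chr.2 up to AUR2 was 1.44-fold higher than in WT (log2 0.53, bootstrap SE 0.016, 409 genes) and the median gene of Chr.2 beyond AUR2 was 1.41-fold higher (log2 0.50, SE 0.013, 645 genes). In *AAa* the part of Chr.2 up to AUR2 was 1.45-fold higher (log2 0.54, SE 0.014) and Chr.3 before AT3G20040 was 1.42-fold higher (log2 0.50, SE 0.017, 658 genes). Chr.2 beyond AUR2, which *AAa* holds in 2 copies, had a median of -0.02 there (adjusted p = 0.788), and Chr.3 before AT3G20040 had a median of -0.01 in *AAA* (adjusted p = 0.997). Each array gave the same picture: 0.54 and 0.54 for Chr.2 up to AUR2 on the *AAA* arrays, 0.53 and 0.54 on the *AAa* arrays, and 0.50 and 0.51 for Chr.3 before AT3G20040 on the *AAa* arrays. The 4 shifts differed from the non-triplicated genes, with camera adjusted p-values from 9.44e-59 to 1.44e-39, and with an estimated correlation between genes the adjusted p-values were 3.95e-04, 3.95e-04, 3.98e-04 and 1.38e-03. Of the genes with 3 copies, between 93.3% and 96.1% had a log2 ratio above 0. Gene by gene, 233 of 409 genes rose and 3 fell on Chr.2 up to AUR2 in *AAA*, 342 of 645 rose and 3 fell beyond AUR2, 242 of 409 rose and 3 fell on Chr.2 up to AUR2 in *AAa*, and 353 of 658 rose and 3 fell on Chr.3 before AT3G20040. These counts of higher genes rest on all arrays: they were 135 and 182 in *AAA* without *AAA* array 1, 119 and 178 without *AAA* array 2, and in *AAa* 152 and 230 without *AAa* array 1 and 142 and 203 without *AAa* array 2. With no filter on dim genes they were 145, 193, 121 and 177.

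**Figure D2:**
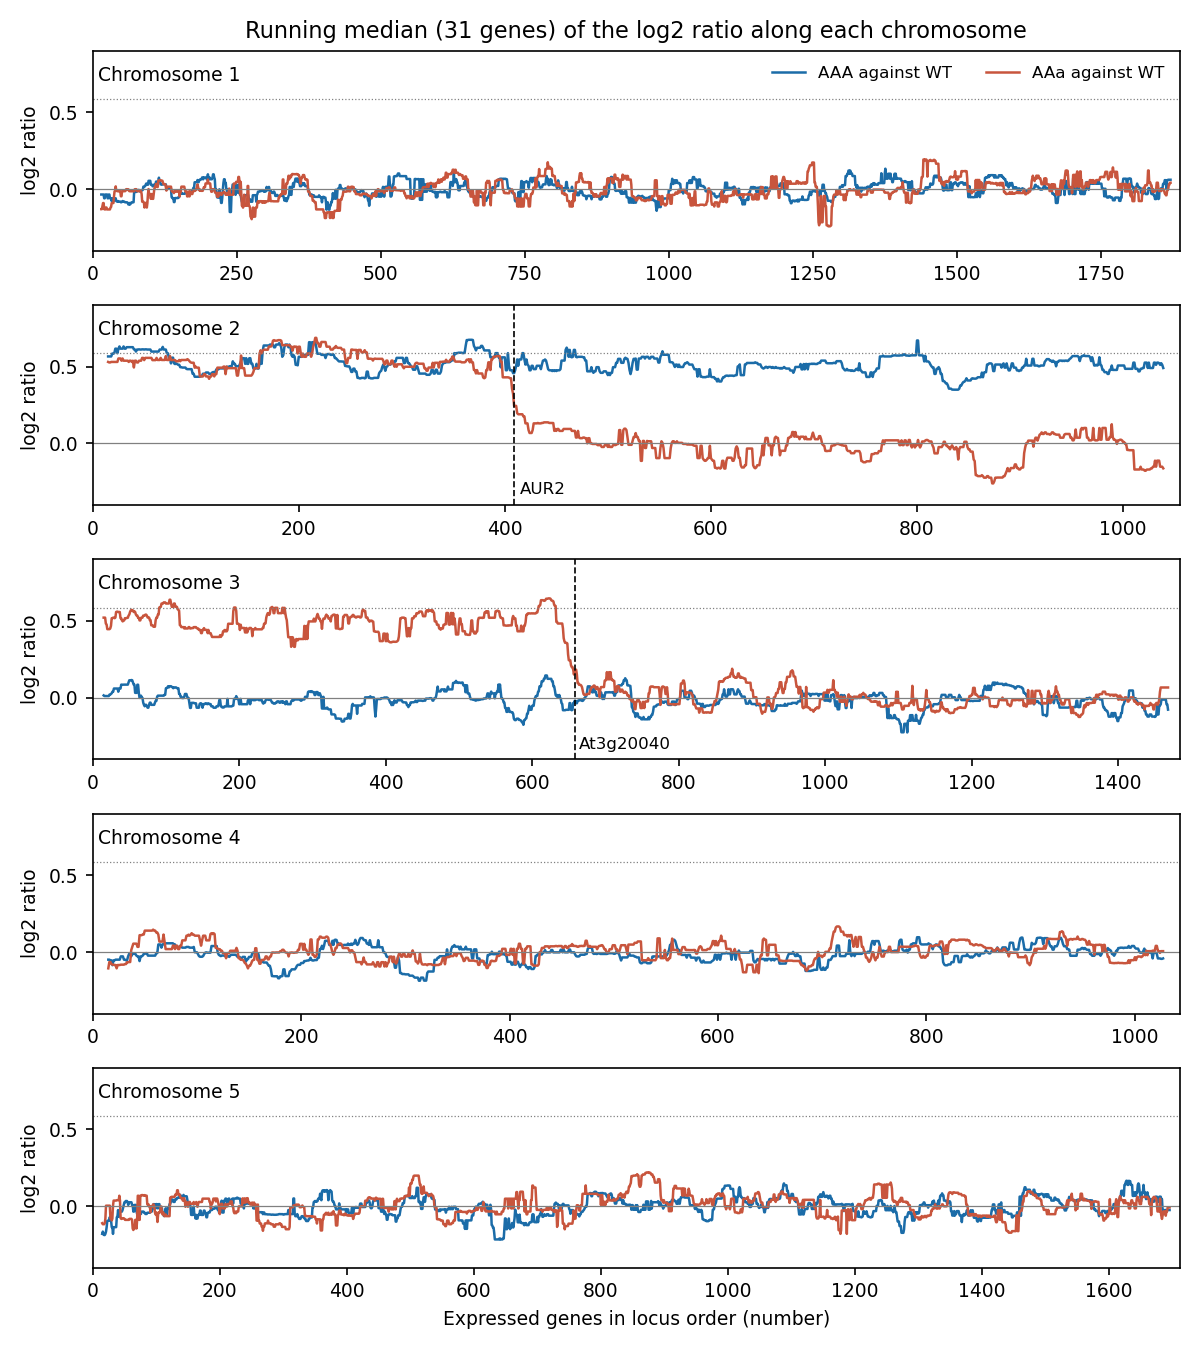
Running median over neighbouring expressed genes of the log2 ratio to WT, in locus order along each chromosome, for *AAA* (blue) and *AAa* (red); the dotted line is log2(3/2) = 0.58 and the dashed vertical lines mark AUR2 and AT3G20040. Chr.2 is raised along its whole length in *AAA*, and in *AAa* up to AUR2 only, together with Chr.3 before AT3G20040.

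The difference between the trisomics placed both breakpoints by least squares, with AUR2, the gene at the mapped breakpoint of Chr.2, left out beforehand and no other use of the mapped positions in the placing. Along Chr.2, the change in the log2 ratio of *AAa* to *AAA* fell between AT2G25870 and AT2G25910, on either side of AUR2, where the mean went from -0.01 over 409 genes to -0.53 over 645 genes. The bootstrap range ran from AT2G25720 to AT2G26070. Along Chr.3 the change fell between AT3G20015 and AT3G20060, around AT3G20040, with a mean of 0.50 over 658 genes before it and 0.03 over 826 genes after it, and the bootstrap range ran from AT3G19620 to AT3G20230. No expressed gene (0 on each chromosome) lay between the change seen in expression and the mapped breakpoint. With no filter on dim genes, the change lay 46 genes from the mapped breakpoint on Chr.2 and 20 genes from it on Chr.3. Directly compared, *AAa* and *AAA* differed by a median of -0.54 on Chr.2 beyond AUR2 (adjusted p = 3.41e-44) and of 0.49 on Chr.3 before AT3G20040 (adjusted p = 5.68e-39). With an estimated correlation the adjusted p-values were 3.95e-04 and 1.38e-03. On Chr.2 up to AUR2, triplicated in both, the median difference was -0.00 (adjusted p = 0.884).

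Some genes in the triplicated regions departed far from the shift of their neighbours. In *AAA*, PDF1.2b, a plant defensin gene of Chr.2 beyond AUR2, rose 9.46-fold, from 1243 ± 38.9 in WT to 11796 ± 1448 (SD, n = 2; log2 3.24, SE 0.12, adjusted p = 2.66e-11). Whether the PDF1.2b probe set also detects the defensin gene PDF1.2 was not tested. PDF1.2, which is non-triplicated, rose 6.04-fold in *AAA*, so the rise cannot be credited to PDF1.2b alone. The same limit holds for the PDF1.2b difference between the trisomics. PUB23, a U-box ubiquitin ligase gene, rose 5.60-fold, and AT2G43590, of the chitinase family, 3.91-fold. AT2G22880 and AT2G38790 rose by 2.83 and 1.75 on the log2 scale. Despite their extra copy, the DNAJ family gene AT2G20560 fell by 1.34, the auxin-conjugating GH3.3 fell by 1.33, the small heat shock family genes AT2G19310 and AT2G29500 fell by 1.02 and by 0.79, and AT2G47880 fell by 0.78. In *AAa*, after AUR2, the largest increases were in UGT76B1, a glycosyltransferase gene that acts on salicylic acid (4.36-fold, log2 2.12, SE 0.14), AT2G22880 (1.89, and 1.18 without WT array 1), AT3G02840 (1.85) and AT3G02280 (1.82, and 1.2 without WT array 2). BCAT4, which acts in glucosinolate chain elongation, fell by 1.21 on the log2 scale (SE 0.11) in *AAa* despite its extra copy, AT2G20560 fell by 1.01, AT2G19310 fell by 0.78, AT3G05730 fell by 0.76 and AT3G16670 fell by 0.66. Between the trisomics, UGT76B1 was higher in *AAa* by 2.84, AT3G13610, whose enzyme acts in scopoletin synthesis, by 2.5, AT3G14280 by 1.94 and AT3G04010 by 1.74. Lower in *AAa* than in *AAA* were PDF1.2b (-3.05), AT2G43590 (-1.88), AT3G16530 (-1.87), AT2G38180 (-1.80) and TBL45 (-1.76). Some of the smaller decreases rest on all arrays: in *AAA* the call for AT2G29500 ended without any 1 of the 6 arrays and that for AT2G47880 without either WT array (-0.73 and -0.83) or either *AAA* array (-0.59 and -0.97), and in *AAa* AT2G20560 lost its call without *AAa* array 2 (-0.80) and AT3G16670 without WT array 1 (-0.57) or *AAa* array 1 (-0.52). With no filter on dim genes AT2G29500, AT2G47880 and, in *AAa*, AT2G22880 did not pass, nor did AT2G47880 and AT3G16670 without an intensity trend.

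For transcripts of the plastid genome, the median of 64 expressed genes in *AAA* was 0.22 above WT on the log2 scale (bootstrap SE 0.028), with adjusted p = 1.24e-07 at the preset correlation and adjusted p = 0.209, which did not pass, with an estimated correlation between these genes. Its height rests on the scaling: as deposited or centred on all expressed genes, the median non-triplicated gene of *AAA* lay at -0.09, and the plastid median was lower as well. In *AAa*, with arrays centred on non-triplicated genes, the plastid median was -0.01 (adjusted p = 0.884). *AAa* differed from *AAA* by -0.29, with adjusted p = 2.13e-06 at the preset and 0.227 with the estimated correlation. These 2 values with the estimated correlation were the highest of all alternatives, whose lowest adjusted p-values were 4.14e-12 and 3.38e-10. The *AAA* arrays also differed, at 0.10 and 0.29: without *AAA* array 2 the median was 0.10 (adjusted p = 0.0110) and the difference between the trisomics -0.19.

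The comparison of *AAA* with WT asks how plants with a whole extra Chr.2 differed among genes still present in 2 copies, on Chr.1, Chr.4, Chr.5 and Chr.3 beyond AT3G20040. QQS, an orphan gene tied to leaf starch content, rose 8.29-fold in *AAA*, from 164 ± 15.9 to 1359 ± 89.2 (SD, n = 2; log2 3.05, SE 0.15, adjusted p = 1.33e-09). PDF1.2, the jasmonate-responsive defensin gene, rose 6.04-fold, from 448 ± 18 to 2709 ± 244 (log2 2.59, SE 0.13, adjusted p = 1.33e-09). AT3G23550, of the MATE efflux family, rose 8.21-fold and AT1G77960 9.75-fold. The heat-inducible prolyl isomerase gene AT5G48570 (ROF2) fell from 1666 ± 92.8 to 229 ± 9.96 (log2 -2.86, SE 0.14, adjusted p = 1.33e-09), and the small heat shock family gene AT1G54050 fell by 2.16 on the log2 scale. Also higher were AT4G16260, of the glucanase family (5.19-fold), AT1G59930, the cytochrome P450 gene AT3G44970, AT4G27300, AT1G43590 and AT5G52050, of the MATE family, with log2 ratios from 1.77 down to 1.51. Also lower were AT5G12110, which encodes an elongation factor 1B subunit, UGT73D1, AT1G66080, AT1G26800, SP1L4, AT5G25450, AT1G14200 and AT1G13650, with log2 ratios from -1.85 to -1.31. Adjusted p-values of these genes ran from 1.33e-09 to 0.0119. The call for AT5G25450 ended without WT array 1 (-1.62), WT array 2 (-1.37) or *AAA* array 1 (-1.05), with no filter on dim genes and without an intensity trend, and that for UGT73D1 with no filter (adjusted p = 0.0663).

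Heat shock and protein folding genes were lower in *AAA*. All 3 measured non-triplicated members had negative log2 ratios with a median of -0.77 (adjusted p = 5.55e-05, and adjusted p = 0.35 with an estimated correlation): ROF2 fell, while HSP15.7 (-0.77, adjusted p = 0.138) and HSC70-2 (-0.39, adjusted p = 0.0951) did not pass, so 1 of 3 fell over all genes and 3 of 3 adjusted over the list alone. The median was -0.49 without WT array 1 and -1.06 without WT array 2. HSC70-3, on Chr.3 before AT3G20040 and so in 2 copies in *AAA*, fell by 0.39 (adjusted p = 0.0371). Of the lipid transfer proteins 1 of 4 rose, and 3 of 4 adjusted over the list alone, with a median of 0.56 (adjusted p = 0.00204). With an estimated correlation the adjusted p was 0.35. AT4G22470 rose 2.54-fold (adjusted p = 0.00455), and AT4G12500 and AT4G12490 had log2 ratios of 0.62 and 0.50. The 2 members on Chr.2, AT2G10940 and AT2G45180, had 0.13 and 0.19 with 3 copies. The lipid transfer list corresponds to a function that the study drew from these arrays, and heat shock falls under its general term for stress responses, so these counts are not independent evidence. Among cold, drought and abscisic acid genes, ZAT10, a stress-induced zinc finger gene, rose by 0.94 (adjusted p = 5.84e-05), COR47 had a log2 ratio of 0.25 and LTI30 of -0.30, and the list test gave adjusted p = 0.0779. The cold-responsive COR15B and COR15A, which have 3 copies in *AAA*, had log2 ratios of 1.73 and 1.27. Chlorophyll and photosynthesis genes had medians of -0.11 (adjusted p = 0.11) and -0.07 (adjusted p = 0.679), with 0 of 6 and 0 of 5 members past the threshold. In all, 139 of 5467 non-triplicated genes were higher and 131 lower in *AAA*, 270 genes or 4.94%, of which 33 and 22 changed at least 2-fold. At an unadjusted p below 0.05 there were 990 genes, 474 higher and 516 lower, where chance gives 273. The total of 270 was 162 without WT array 1, 136 without WT array 2, 92 without *AAA* array 1 and 91 without *AAA* array 2, and 89 with no filter on dim genes and 149 without an intensity trend. The split by direction rests on the scaling: 51.5% of called genes were higher with arrays centred on non-triplicated genes, against 29.9% as deposited, 29.6% centred on all expressed genes and 31% with quantile normalization, each of which moved the median non-triplicated gene to -0.09.

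The comparison of *AAa* with WT asks the same of the tertiary trisomic. AT1G52000, of the jacalin-related lectin family, rose 5.22-fold in *AAa* (log2 2.39, SE 0.22, adjusted p = 5.42e-06, n = 2), and QQS rose 5.14-fold to 850 ± 177 (SD, n = 2; log2 2.36, SE 0.15). The jasmonate-regulated JRG21 rose 4.04-fold (SE 0.24 on the log2 scale), and the vacuolar processing enzyme gene BETA-VPE 3.42-fold. The AP2/ERF family gene AT4G32800 fell by 2.80 on the log2 scale (SE 0.58, adjusted p = 0.00466), with *AAa* arrays at 17.1 and 139.6, the former under the limit for an expressed gene, and the elongation factor gene AT5G12110 fell by 2.60 (SE 0.15, adjusted p = 3.25e-08). UGT73D1, a glycosyltransferase gene, rose 3.31-fold and the U-box ligase gene PUB19 3.22-fold, and AT1G43590, AT3G28220, AT1G33950 and AT4G16260 had log2 ratios of 2.11, 2.05, 2.03 and 1.86. Also lower were AT4G28780, of the GDSL lipase family (-2.03), ROF2 (-1.96), AT5G23480 (-1.92), the glutaredoxin genes AT4G15680 (-1.91) and AT4G15690 (-1.57), AT1G54050 (-1.76), the calmodulin-like CML41 (-1.56) and the glutathione transferase gene GSTU20 (-1.39). The size of the AT4G32800 change rests on single arrays: it was -1.29 without *AAa* array 1 and -4.32 without *AAa* array 2, and its call ended without WT array 1 (-2.52, adjusted p = 0.0632), with no filter on dim genes and without an intensity trend.

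Genes of chlorophyll metabolism were lower in *AAa*, where 5 of 6 measured non-triplicated members fell, and 6 of 6 adjusted over the list alone, with a median of -0.51 (adjusted p = 4.13e-05). With an estimated correlation the adjusted p was 0.35. PORB, a light-dependent protochlorophyllide reductase gene, went from 13444 ± 1269 in WT to 7560 ± 210 (SD, n = 2; log2 -0.83, SE 0.12, adjusted p = 2.05e-04), GSA1 fell by 0.63, CHLP fell by 0.51, HEMB1 fell by 0.51, and CHLM had a log2 ratio of -0.34 (adjusted p = 0.0826). A seventh member, HEME2, on Chr.2 beyond AUR2 and so in 2 copies in *AAa*, had -0.13 (adjusted p = 0.461). Of nuclear photosynthesis genes 3 of 5 fell, and 5 of 5 adjusted over the list alone, with a median of -0.43 (adjusted p = 7.77e-04, and adjusted p = 0.411 with an estimated correlation): PSAE1 (-0.60), ATPC1 (-0.55) and LHCB4.1 (-0.43). Of 3 further members in 2 copies, on Chr.2 beyond AUR2, RCA had -0.53, PSBW -0.28 (adjusted p = 0.105) and LHCB4.3 0.06 (adjusted p = 0.818), and LHCB4.2, on Chr.3 with 3 copies, had -0.25 (adjusted p = 0.184). This photosynthesis result ended with 2 of the scalings: the median was -0.13 with quantile normalization (adjusted p = 0.647) and -0.06 with cyclic loess (adjusted p = 0.32), with 0 of 5 members past the threshold under each and PSBY of the other sign (0.03) with quantile normalization, while adjusted p-values under all alternatives ran from 2.38e-05 to 0.647. The same scalings left 4 of 6 chlorophyll genes past the threshold, without CHLP (AT1G74470, log2 -0.18 under each), and the chlorophyll list stayed past it (adjusted p = 0.00168 and 0.00157). The log2 3' to 5' ratios of ubiquitin and actin in *AAa* differed from WT by -0.50 and -0.52, and the brightest of 4 equal groups of non-triplicated genes had a median log2 ratio of -0.06.

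Cold, drought and abscisic acid genes were higher in *AAa*: 2 of 3 rose, and 3 of 3 adjusted over the list alone, with a median of 0.61 (adjusted p = 0.00401, and adjusted p = 0.35 with an estimated correlation). LTI30, a dehydrin gene, rose by 0.91 and COR47 by 0.61, and COR15A and COR15B, present in 2 copies there, had log2 ratios of 1.65 and 1.05. Of the non-triplicated lipid transfer proteins 1 of 4 rose, and 2 of 4 adjusted over the list alone, with a median of 0.48 (adjusted p = 0.0168, and adjusted p = 0.35 with an estimated correlation); AT4G12490 rose 2.83-fold. On Chr.2, AT2G45180, in 2 copies there, fell by 0.40 (adjusted p = 0.0365; -0.19 with quantile normalization and -0.09 with cyclic loess, where the call ended), and AT2G10940 had -0.41 despite its extra copy (adjusted p = 0.0870). Without WT array 2 that median was 0.28 (adjusted p = 0.066). The proteasome list had a median of 0.24 (adjusted p = 0.0318, and adjusted p = 0.354 with an estimated correlation), while 0 of 8 members passed alone or over all genes, with RPN11 at 0.38 and PAB2 at 0.33. RPN2A, on Chr.2 beyond AUR2 in 2 copies, had -0.16 (adjusted p = 0.42). The proteasome call also ended with all expressed genes as centre (adjusted p = 0.0613), with no filter (0.0810), without WT array 2 (median 0.21, adjusted p = 0.0692) and without *AAa* array 1 (0.23, adjusted p = 0.0701). Heat shock genes went both ways in *AAa*: HSC70-2 rose by 0.92 and ROF2 fell, with a median of -0.04 (adjusted p = 0.711). The chlorophyll, lipid transfer and proteasome lists correspond to functions that the study drew from these arrays, and the heat and cold lists fall under its general term for stress responses. Photosynthesis genes fall under the plastid-related genes that it found overrepresented in *AAa*. The counts of all these lists are therefore not independent evidence. In all, 301 of 5467 non-triplicated genes were higher and 352 lower in *AAa*, 653 genes or 11.9%, of which 58 and 44 changed at least 2-fold. At an unadjusted p below 0.05 there were 1428 genes, 678 higher and 750 lower. The total of 653 was 430 without WT array 1, 350 without WT array 2, 253 without *AAa* array 1 and 292 without *AAa* array 2, and 338 with no filter on dim genes and 391 without an intensity trend. Higher genes were 46.1% of it with arrays centred on non-triplicated genes, against 34.5% as deposited, 26.5% centred on all expressed genes and 28.6% with quantile normalization, which moved the median non-triplicated gene to -0.05, -0.09 and -0.08.

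The direct comparison of *AAa* with *AAA* asks where the karyotypes differed from each other. AT3G23550 was lower in *AAa*, with a log2 ratio to *AAA* of -3.92 (SE 0.15, adjusted p = 3.69e-11, n = 2 each), and so was PDF1.2, at -3.43 (SE 0.13, adjusted p = 3.69e-11), from 2709 ± 244 in *AAA* to 251 ± 22.2 in *AAa* (SD, n = 2). UGT73D1 was 11.1-fold higher in *AAa* (log2 3.48, SE 0.31). Higher in *AAa* were also AT1G33950 (2.39), AT3G28510 (2.06), AT1G52000 (1.79), AT1G02470 (1.72), AT3G28220 (1.69), AT4G00700 (1.62), AT1G62290 (1.62), AT1G65690 (1.61) and AT5G43910 (1.60). Lower were AT4G32800 (-2.72), the P450 gene CYP71B22 (-2.25), AT1G77960 (-2.15), AT4G38540 (-1.57), AT4G22730 (-1.53), AT4G21870 (-1.52), AT4G27300 (-1.48) and AT3G50900 (-1.36). For AT4G32800 the value was -1.21 without *AAa* array 1 and -4.23 without *AAa* array 2, and its call ended without *AAA* array 1 (-2.97) or *AAA* array 2 (-2.47), with no filter on dim genes and without an intensity trend, and that for AT1G62290 without *AAA* array 1 (0.82) and with no filter. Heat shock genes were higher in *AAa* than in *AAA*: 2 of 3 passed, and 3 of 3 adjusted over the list alone, with a median of 0.91 (adjusted p = 4.69e-04, and adjusted p = 0.35 with an estimated correlation), with HSC70-2 at 1.3 and ROF2 at 0.91. Chlorophyll genes were lower, with 3 of 6 past the threshold, and 3 of 6 adjusted over the list alone, and a median of -0.35 (adjusted p = 0.00157, and adjusted p = 0.361 with an estimated correlation), with PORB at -0.73, GSA1 at -0.51 and CHLP at -0.42. For photosynthesis 2 of 5 were lower, and 5 of 5 adjusted over the list alone, with a median of -0.40 (adjusted p = 0.0020, and adjusted p = 0.419 with an estimated correlation), with ATPC1 at -0.48 and PSAE1 at -0.43. With quantile normalization and cyclic loess 0 of 5 photosynthesis genes and 2 of 6 chlorophyll genes passed, LHCB4.1 changed sign (0.08 and 0.03), and the list tests gave adjusted p = 0.798 and 0.669 for photosynthesis (medians -0.04 and -0.06; 4.87e-05 to 0.798 over all alternatives) and 0.0454 and 0.0511 for chlorophyll (medians -0.16 and -0.14; 1.97e-04 to 0.361). Of these 3 lists, chlorophyll corresponds to a function that the study drew from these arrays and heat shock to its general stress term. Photosynthesis falls under the plastid-related genes that it found overrepresented, so none of these counts is independent evidence. In all, 294 non-triplicated genes were higher and 309 lower in *AAa* than in *AAA*, 603 genes or 11%, of which 66 and 42 changed at least 2-fold; 1417 passed an unadjusted p of 0.05. The total of 603 was 245 without *AAA* array 1, 275 without *AAA* array 2, 283 without *AAa* array 1 and 285 without *AAa* array 2, and 300 with no filter on dim genes and 399 without an intensity trend.

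**Figure D3:**
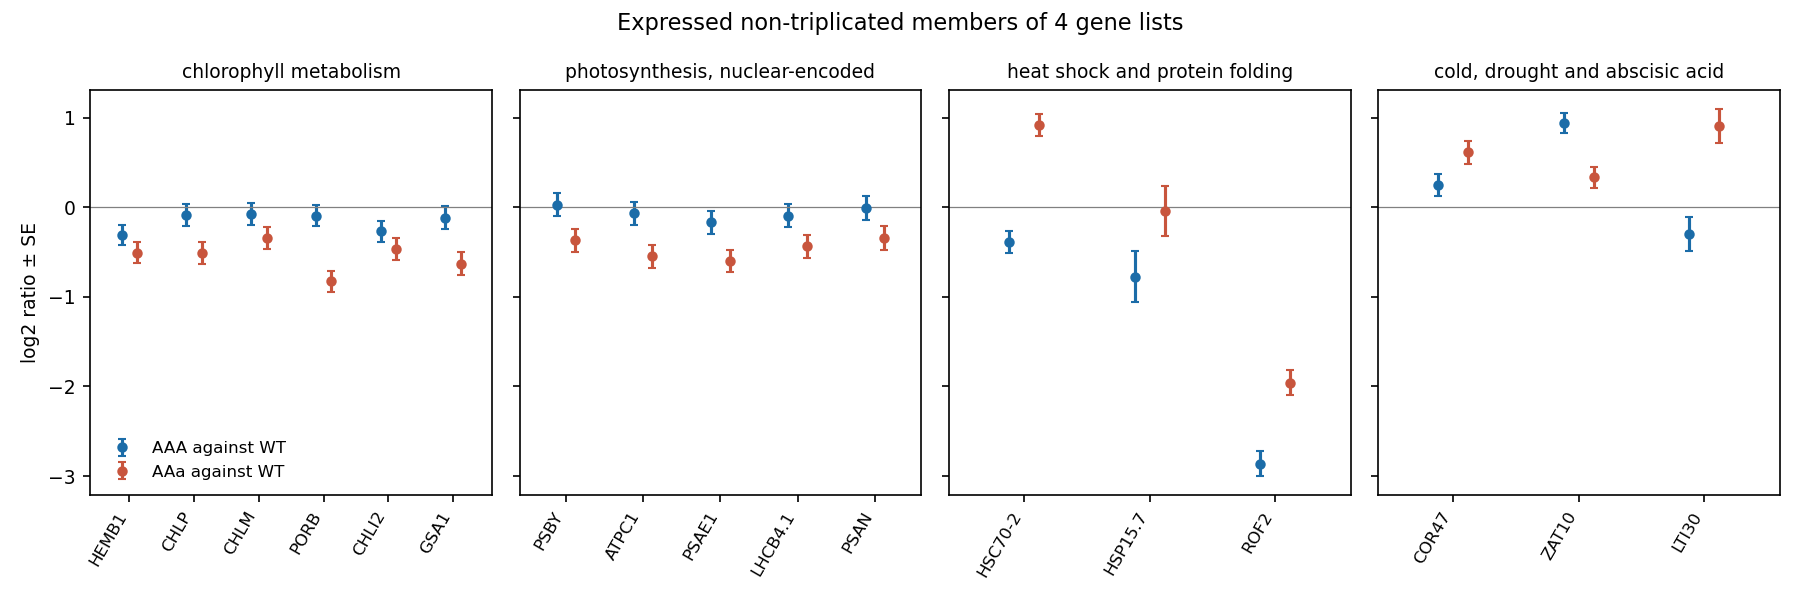
Log2 ratio to WT, with SE bars, of the measured non-triplicated members of 4 lists (chlorophyll metabolism, photosynthesis, heat shock, and cold, drought and abscisic acid) in *AAA* (blue) and *AAa* (red). The chlorophyll median is -0.51 and the photosynthesis median -0.43 in *AAa*, where the photosynthesis result ended with quantile normalization and cyclic loess, and the heat shock median is -0.77 in *AAA* (-0.49 without WT array 1 and -1.06 without WT array 2).

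The overlap of both comparisons asks whether the same genes differed from WT in both trisomics. Past the threshold in both were 117 non-triplicated genes, and 104 of them, or 88.9%, went the same way. QQS, AT1G77960, AT4G16260, AT1G43590 and JRG21 rose in both, with log2 ratios in *AAA* and *AAa* of 3.05 and 2.36 for QQS, 3.29 and 1.14 for AT1G77960, and 1.29 and 2.02 for JRG21. ROF2 (-2.86 and -1.96), AT5G12110 (-1.85 and -2.60), AT1G54050 (-2.16 and -1.76), AT5G23480 (-1.20 and -1.92) and AT4G28780 (-0.98 and -2.03) fell in both. Among the 13 that went opposite ways were AT3G23550 (3.04 in *AAA* and -0.88 in *AAa*), UGT73D1 (-1.75 and 1.73), PDF1.2 (2.59 and -0.84), CYP71B22 (1.01 and -1.24) and AT5G43910 (-0.85 and 0.76). By direction, 50 genes were higher in both and 54 lower in both, where independent lists would share 7.65 and 8.43, and 7 and 6 went opposite ways, where independent lists would share 8.95 and 7.21. Both comparisons use the same WT arrays, which alone adds shared genes. In 100 simulations with changes in unrelated genes and shared WT arrays, more genes were called than on the arrays, on average 506 in *AAA* and 974 in *AAa*, so lists of the measured lengths, 270 and 653 genes with the smallest p, were compared. These lists shared 13 to 40 genes in the same direction, against the 104 measured, and 3 to 22 in opposite directions, against 13, with 45.9% to 88.9% of the shared genes in the same direction. The simulated noise came only from the spread between arrays of a group. A deviation common to both WT arrays, of the line or the planting, was not simulated and would also add genes in the same direction. The simulations therefore cannot tell changes common to the trisomics from such a deviation. At an unadjusted p below 0.05, 461 genes were shared, 392 of them (85%) in the same direction, against at most 330 in these simulations. Across genes, which are not independent replicates, the log2 ratios correlated at 0.43, against at most 0.18 in these simulations and a mean of 0.50 in simulations of unchanged groups, and their covariance was 0.0509, against at most 0.0214 and a mean of 0.0166. Of the 117 shared genes, 37 differed between the trisomics. Genes in the same and in opposite directions numbered 68 and 4 without WT array 1, 62 and 4 without WT array 2, 50 and 4 without *AAA* array 1, 44 and 5 without *AAA* array 2, 57 and 5 without *AAa* array 1, and 67 and 5 without *AAa* array 2. Among the named genes, *AAA* calls ended for CYP71B22 without either WT array (0.97 and 1.05) or either *AAA* array (1.17 and 0.85), for AT5G23480 and AT5G43910 without either *AAA* array (-1.44 and -0.96, and -0.86 and -0.83) and for JRG21 without *AAA* array 2 (1.17), each also with no filter, and the *AAa* call for AT5G43910 ended without *AAa* array 2 (0.52) and with no filter. Shared genes in the same and in opposite directions numbered 41 and 3 with no filter on dim genes and 58 and 6 without an intensity trend.

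**Figure D4:**
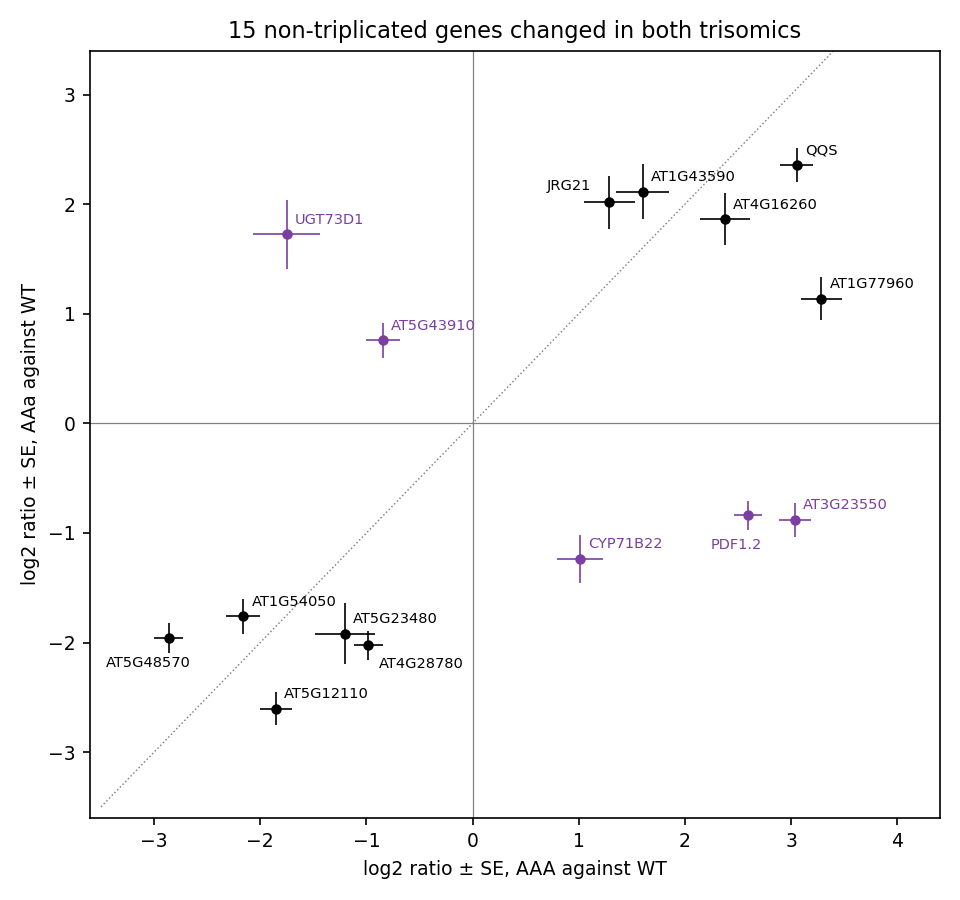
Log2 ratio to WT in *AAA* (x) and *AAa* (y) of the named genes past the threshold in both, with SE bars, the same direction in black and opposite directions in purple; the dotted line marks equal ratios. QQS lies at 3.05 and 2.36, and PDF1.2 at 2.59 and -0.84.

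The remaining fixed lists showed no shift past the threshold with camera in any comparison, with few members measured. The flavonoid, cell cycle, peroxisome, cell wall and starch lists correspond to functions that the study drew from these arrays. With fry, which tests a list on its own, starch passed in *AAA* (adjusted p = 0.0216), and peroxisome (0.0364) and cell wall (0.0283) in *AAa*. Between the trisomics, fry gave 0.0351 for peroxisome, 0.0340 for cell wall and 0.0443 for starch, while flavonoid and cell cycle lists passed in no comparison. Flavonoid genes had medians of 0.47 in *AAA* (adjusted p = 0.599) and 0.05 in *AAa* (adjusted p = 0.679), where UGT78D2 fell by 0.58 in *AAA* and DFR rose by 0.96 in *AAa* (adjusted p = 0.0297, and 0.0616 with quantile normalization). Cell cycle genes had medians of -0.40 (adjusted p = 0.714) and -0.12 (adjusted p = 0.599), and 1 of 3, SIM, fell by 0.68 in *AAa* (adjusted p = 0.0300). Peroxisome and photorespiration genes had medians of -0.01 (adjusted p = 0.93; the mean has the opposite sign) and -0.25 (adjusted p = 0.092). Cell wall genes had medians of 0.20 (adjusted p = 0.516) and -0.37 (adjusted p = 0.229), with XTH19 higher in *AAA* by 1.09 while EXPA4, in 2 copies in *AAa*, fell by 0.62 there (adjusted p = 0.0219). Starch and sugar genes had medians of 0.18 (adjusted p = 0.0953) and 0.01 (adjusted p = 0.711), with VACINV1, a vacuolar invertase gene, higher by 0.77 in *AAA* (adjusted p = 0.0042) and the sucrose phosphate synthase gene SPS4F higher by 0.63 in *AAa* (adjusted p = 0.00195). Between the trisomics these 5 lists had medians of 0.19 (flavonoid), -0.19 (cell cycle), -0.19 (peroxisome), -0.65 (cell wall) and -0.07 (starch), with adjusted p-values from 0.0665 to 0.93. Members past the threshold there were XTH33 (-1.31) and XTH19 (-1.19) of 4 cell wall genes, UGT78D1 (-0.68) and UGT78D2 (0.63) of 3 flavonoid genes, and VACINV1 (-0.76) of 5 starch genes. The lipid transfer list there had a median of -0.09 (adjusted p = 0.93, with the test's direction upward), with AT4G12490 2.01-fold higher in *AAa* and AT4G22470 at -0.95, the cold list 0.37 (adjusted p = 0.541) and the proteasome list 0.21 (adjusted p = 0.0657); the proteasome median in *AAA* was 0.02 (adjusted p = 0.79). Of the reference genes, TIP41 (AT4G34270) had log2 ratios of 0.02 in *AAA*, with the other sign as deposited, with all expressed genes as centre and with quantile normalization, and -0.27 in *AAa*. SAND (AT2G28390), which lies on Chr.2 beyond AUR2, had 0.56 in *AAA* (adjusted p = 0.0109) and -0.28 in *AAa* (adjusted p = 0.172).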

Values the study reported

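On non-triplicated chromosomes, the study reported 796 genes with altered expression in *AAA* and 1358 in *AAa*, and gave the second as 1.7 times the first. The threshold it gave for these counts was p below 0.05. It counted 325 altered genes in common, of which it described about 78% as moving in the same direction and 22% as moving in opposite directions. Its table of organelle-related genes gave larger counts of misregulated genes for both trisomics at the same threshold.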

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

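The tests of AUR2 against its copy number, of the counts under cyclic loess and of the number of triplicated genes were chosen only after the result was seen. AUR2 stood out because *AAa* differed from *AAA* by 3.82 on the log2 scale although both have extra copies of that stretch of Chr.2. Its log2 ratio to WT of 3.90 exceeds the 0.58 that a change from 2 to 3 copies would give by more than 2 standard errors of 0.20, which argues against copy number as the whole cause. The 10 nearest expressed genes had a median of 0.31, but those after AUR2 are not on the extra chromosome and lower it. The nearest expressed genes that the extra chromosome carries had medians of 0.60 (before AUR2) and 0.77 (before AT3G20040). These values argue against a rise of the whole neighbourhood as large as that of AUR2. A smaller change of the neighbourhood was not tested. Transcription started by the inserted T-DNA may be the source and stays open, since AUR2 has 1 probe set and the ends of the gene could not be compared on this array. A response of the plant to the altered karyotype was not tested and stays open as well.

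Non-triplicated genes also stood out, as 603 of them differed between the trisomics, and *AAa* had 2.42 times as many changed genes against WT as *AAA* at the adjusted threshold. At an unadjusted p below 0.05 it had 1.44 times as many (1428 against 990), so the size of the ratio depends on the threshold. It also rests on single arrays: at the adjusted threshold it was 1.17 without *AAa* array 1 (253 against 217), 1.32 without *AAa* array 2 (292 against 221), 6.01 without *AAA* array 1 (553 against 92) and 5.99 without *AAA* array 2 (545 against 91), and 3.8 with no filter on dim genes. A comparison with 1 array in each trisomic was not run. A shift of the *AAa* arrays that depends on brightness would be removed by cyclic loess, and there the ratio at the adjusted threshold was still 2.18, which argues against it as the whole cause of that ratio; the unadjusted counts with cyclic loess were 1407 and 984. The number of expressed genes with 3 copies was nearly equal (1.01 times that of *AAA*), which argues against more triplicated genes as the cause. A difference in RNA quality could contribute and cannot be told apart from karyotype: *AAa* lay farther from WT than *AAA* did for ubiquitin and actin, while for GAPDH its excess was -0.014, well within the 0.41 between arrays of a group. The translocation itself was not tested apart from these. Nor was it tested apart from other differences between *AAa* and *AAA*: which genes have 3 copies, the T-DNA and the level of AUR2.

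Regions differed between *AAa* and *AAA* where their copy numbers differ, by -0.54 for Chr.2 beyond AUR2 and by 0.49 for Chr.3 before AT3G20040. The plastid genome differed by -0.29, which did not hold with an estimated correlation (adjusted p = 0.227). The 5 named genes that moved in opposite directions from WT and differed between the trisomics were AT3G23550 (-3.92), UGT73D1 (3.48), PDF1.2 (-3.43), CYP71B22 (-2.25) and AT5G43910 (1.60). By list, the medians that differed were heat shock (0.91), photosynthesis (-0.40, ended with quantile normalization and cyclic loess) and chlorophyll metabolism (-0.35, ended with cyclic loess), and with an estimated correlation their adjusted p-values were 0.35, 0.419 and 0.361.

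Probe sets without a single gene name in the table, which the comparisons of genes do not use, also carried signal: of 6340 expressed, 1144 passed the threshold in *AAA* (898 higher and 246 lower) and 1651 in *AAa* (1049 higher and 602 lower). Their positions were not analysed here, so genes with 3 copies were not set apart. The largest increases in *AAA* were in 267357_at (1.93 on the log2 scale) and 267567_at (1.82), and in *AAa* in 245148_at (3.01) and 265058_s_at (2.91). Lower in both were 260248_at (-4.38 in *AAA* and -3.34 in *AAa*) and 262911_s_at (-4.74 and -2.34); the latter is assigned to both AT1G59860 and AT1G07400, of the small heat shock family.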

How the results depend on the processing

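No test in this part was chosen only after the result was seen. Of the results that answer a comparison, 429 of their values under alternatives kept their side of the threshold, and their direction if past it (counts within 1.5 times). Of the others, 2 lost the threshold, 70 counts or positions moved and 0 reversed. Direction was compared only where the main or the alternative result passed. Values near 0 that changed sign without passing therefore count as kept. Of the list results, 125 kept their call and 20 lost it. AUR2 in *AAa* stayed between 3.82 and 3.98 (log2) without any 1 array. Among the 100 calls of genes named from the ranking of largest changes, 1484 of 1532 comparisons kept the call, 48 lost it (13 of them with no filter) and 0 reversed; the 60th percentile tested only 51 of the 100. Genes named only as list members are not in this tally. They were tested gene by gene under the 4 scalings only, where calls such as those for CHLP, RCA, DFR and SAG101 ended. Under the estimated correlation the plastid shifts lost the threshold, 0.22 in *AAA* (adjusted p = 0.209) and -0.29 between the trisomics (adjusted p = 0.227), and 0 list tests passed. That setting rests on only 3 residual degrees of freedom. Apart from photosynthesis, each called list had its highest adjusted p there (0.35 to 0.361) and its lowest under another alternative (9.37e-06 to 0.0179).

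With no filter, genes higher in triplicated regions numbered 145 and 193 in *AAA* and 121 and 177 in *AAa*; non-triplicated genes higher and lower were 43 and 46 in *AAA*, 106 and 232 in *AAa*, and 112 and 188 between the trisomics; the overlap was 41 in the same and 3 in opposite directions; and the Chr.2 change point lay 46 genes from the breakpoint. That setting tests more, dimmer genes. The 60th percentile filter, which tests fewer genes, gave 651 genes in *AAA* at an unadjusted p below 0.05, 199 higher in *AAa* and 6 list tests. Without an intensity trend, higher and lower were 73 and 76 in *AAA*, 189 were lower in *AAa*, 177 lower between the trisomics, and the overlap was 58 and 6; the cause was not tested. Scalings over all genes, triplicated ones included, set non-triplicated genes lower: 227 were lower in *AAA* as deposited, 91 higher and 216 lower in *AAA* and 581 lower in *AAa* centred on all expressed genes, and 88 higher in *AAA* with quantile normalization.

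With an array left out, which leaves fewer samples, genes higher on Chr.2 up to and beyond AUR2 in *AAA* ranged over 119 to 221 and 178 to 316, and on Chr.2 up to AUR2 and Chr.3 before AT3G20040 in *AAa* over 142 to 226 and 203 to 328. Non-triplicated genes higher and lower ranged over 40 to 113 and 45 to 108 in *AAA*, 115 to 257 and 138 to 296 in *AAa*, and 130 to 332 and 114 to 351 between the trisomics. The overlap ranged over 44 to 68 in the same and 4 to 5 in opposite directions. With the replicate number as a block, higher and lower were 136 and 130 in *AAA*, 311 and 341 in *AAa*, and 288 and 289 between the trisomics, and the replicate differences of the groups correlated across genes at -0.043, 0.017 and -0.047, so replicate numbers did not pair the arrays. Signal over background limits the dim genes, below a signal of 77.8, where GCOS signals fall to under 1 and folds such as that of AUR2 are uncertain in size.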

Other observations

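The tests of scaling and of dim signals in the paragraph on the triplicated genes, the dropped checks and the split of the WT arrays were chosen only after the result was seen. Several genes of signalling and metabolism changed in lists too thinly measured to be tested. IAA29, an auxin response repressor gene, fell by 0.88 in *AAA* and fell by 1.01 in *AAa* on the log2 scale (adjusted p = 0.00936 and 0.00181), while GH3.5 (WES1) had -0.05 and -0.26 and GH3.3, on Chr.2 up to AUR2, had -1.33 and 0.34. The WRKY factor genes WRKY53 and WRKY6 rose in *AAA* by 0.53 and 0.77 and had 0.41 and 0.40 in *AAa*. The lipase-like defence gene SAG101 had -0.01 and 0.59 (adjusted p = 0.0470 in *AAa*). Among autophagy genes, APG8A fell by 0.61 in *AAA* (adjusted p = 0.0264) and had 0.39 in *AAa* (adjusted p = 0.104), 2-fold higher in *AAa* than in *AAA* (adjusted p = 3.67e-04). ATG8H, which has 3 copies in *AAa*, had -0.70 and 0.44, and ATG8E 0.00 and -0.31. JMT, a jasmonate methyltransferase gene, had 0.21 and 0.32, and PDF1.2 2.59 and -0.84.

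Of 4 measured glucosinolate genes, BCAT4 and GSTU20 fell in *AAa* (-1.21 and -1.39) and had -0.00 and -0.07 in *AAA*, while UGT74C1, on Chr.2 beyond AUR2, had 0.43 in *AAA* and -0.36 in *AAa*, and UGT74B1 0.02 and -0.34. NDB2, an alternative NADH dehydrogenase gene of mitochondria, rose by 0.84 in *AAa* (adjusted p = 6.47e-04) against 0.09 in *AAA*, and UPOX, on Chr.2 up to AUR2 with an extra copy in both trisomics, had 0.77 and -0.22. The clock gene GI had 0.07 and 0.46 (adjusted p = 0.0378 in *AAa*), the flowering gene AGL24 0.51 and -0.07, and the copper chaperone gene CCS of oxidative stress 0.12 and 0.06. GLDH3 (AT1G32470) had -0.38 in *AAa* (adjusted p = 0.0419) and RCA, the Rubisco activase gene, -0.53 (adjusted p = 0.0138); with quantile normalization these were -0.25 and -0.12 and with cyclic loess -0.15 and -0.14, and did not pass. The *AAa* calls for WRKY53, SAG101 and GI ended as deposited (adjusted p = 0.0567, 0.0653 and 0.0596), with all expressed genes as centre and with quantile normalization, and that for SAG101 also with cyclic loess (adjusted p = 0.0515).

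The median gene with 3 copies stayed below log2(3/2) = 0.58. A subset of genes held at the level of 2 copies would put an excess of genes near 0, and that excess was at most 0.932 percentage points (SE 1.07). This argues against a large excess only. The excess from a subset just large enough to lower the median this far was not calculated, so a smaller subset stays open. Compression of dim signals may account for part of the gap and stays open. Genes were split into 4 equal groups by brightness, ranked within each region and separately among non-triplicated genes. Groups of the same rank thus need not share a brightness range. The third group reached 0.589 on Chr.2 up to AUR2 in *AAa*, or 0.581 relative to the third group of non-triplicated genes. The second group reached 0.576 on Chr.3 before AT3G20040. The brightest group had 0.530 and 0.493 on Chr.2 up to and beyond AUR2 in *AAA*, and 0.485 and 0.409 on Chr.2 up to AUR2 and Chr.3 before AT3G20040 in *AAa*. The brightest non-triplicated genes themselves lay at -0.03 in *AAA* and -0.06 in *AAa*. Relative to them, the same values were 0.557 and 0.520 in *AAA*, and 0.547 and 0.471 in *AAa*. Those on Chr.2 beyond AUR2 and on Chr.3 stayed more than 2 standard errors below log2(3/2), while those on Chr.2 up to AUR2 did not. The values are mixed and do not exclude compression. Scaling between arrays may also account for the gap and stays open: the highest median under 4 scalings was 0.559, closer to log2(3/2) than 2 standard errors of the median. Other scalings went the other way. As deposited or centred on all expressed genes, the median non-triplicated gene of *AAA* lay at -0.09, and the medians of genes with 3 copies were lower there too. No biological explanation was tested for this pattern.

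Outside the triplicated regions, running windows of 25 genes had medians from -0.24 to 0.18 in *AAA* and from -0.25 to 0.24 in *AAa*. With a single, different WT array for each trisomic, the log2 ratios of the trisomics correlated across genes, which are not independent replicates, at 0.196 and 0.227. Of 64 genes with several probe sets, 16 were called in *AAA*, 1 of them with a probe set of the opposite sign, and 19 in *AAa*, 6 of them with such a probe set. The median of cell cycle genes in *AAa* was -0.12. Replicate differences had standard deviations of 0.297 in WT, 0.259 in *AAA* and 0.262 in *AAa*.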
